# Magnesium Supplementation Modifies Arthritis Synovial and Splenic Transcriptomic Signatures Including Ferroptosis and Cell Senescence Biological Pathways

**DOI:** 10.3390/nu16234247

**Published:** 2024-12-09

**Authors:** Teresina Laragione, Carolyn Harris, Pércio S. Gulko

**Keywords:** arthritis, inflammation, autoimmune, diet, senescence

## Abstract

Background: Rheumatoid arthritis (RA) is a common systemic autoimmune inflammatory disease that can cause joint damage. We have recently reported that oral magnesium supplementation significantly reduces disease severity and joint damage in models of RA. Methods: In the present study, we analyzed the transcriptome of spleens and synovial tissues obtained from mice with KRN serum-induced arthritis (KSIA) consuming either a high Mg supplemented diet (Mg2800; n = 7) or a normal diet (Mg500; n = 7). Tissues were collected at the end of a 15-day KSIA experiment. RNA was extracted and used for sequencing and analyses. Results: There was an enrichment of differentially expressed genes (DEGs) belonging to Reactome and Gene Ontology (GO) pathways implicated in RA pathogenesis such as RHO GTPases, the RUNX1 pathway, oxidative stress-induced senescence, and the senescence-associated secretory phenotype. Actc1 and Nr4a3 were among the genes with the highest expression, while Krt79 and Ffar2 were among the genes with the lowest expression in synovial tissues of the Mg2800 group compared with the Mg500 group. Spleens had an enrichment for the metabolism of folate and pterines and the HSP90 chaperone cycle for the steroid hormone receptor. Conclusions: We describe the tissue transcriptomic consequences of arthritis-protecting Mg supplementation in KSIA mice. These results show that oral Mg supplementation may interfere with the response to oxidative stress and senescence and other processes known to participate in RA pathogenesis. We provide new evidence supporting the disease-suppressing effect of increased Mg intake in arthritis and its potential to become a new addition to the therapeutic options for RA and other autoimmune and inflammatory diseases.

## 1. Introduction

Rheumatoid arthritis (RA) affects nearly 1% of the population and is associated with increased risk of disability and reduced longevity [1]. RA has both genetic and non-genetic risk factors. While knowledge about genetic susceptibility has expanded [2], little is known about environmental and dietary contributions to this disease [3]. RA disease remission remains uncommon [4]; therefore, identifying and modifying environmental and dietary risk factors has the potential to further help understand disease susceptibility and improve disease control.

Magnesium (Mg) is the second most abundant intracellular cation in the human body and is involved in several biochemical functions including enzymatic activity and gene transcription [5]. In vitro studies show that increased concentrations of Mg reduce LPS-induced levels of pro-inflammatory cytokines such as TNFα, IL-6, and IL-8 and suppress NFκB activation in cultured macrophages or placental explants [6,7]. Levels of TNFα, IL-6, IL-8, and NFκB activity are increased in RA and have been associated with joint inflammation and implicated in synovial hyperplasia and joint damage [1,8]. Furthermore, Mg is typically deficient in the US diet, with nearly 40% of the population consuming less than the required amount [9]. Therefore, we considered that the commonly Mg-deficient US diet might favor pro-inflammatory pathways contributing to RA susceptibility and/or disease severity. We hypothesized that the administration of Mg might be beneficial in the treatment of RA and rodent models of RA. We tested this hypothesis in mouse models of RA induced with the KRN serum transfer and in collagen-induced arthritis and showed that the mice receiving a high Mg diet were significantly protected, developing lower arthritis severity scores and preserving a nearly normal joint architecture without erosive changes [10]. Arthritis protection in the high Mg diet was also associated with decreased expression of the pro-inflammatory cytokines TNFα, IL1β, and IL6 and increased numbers of IL10-producing Tr1 and Foxp3+ Treg cells [10]. The Mg diet’s protective effect was microbiome dependent [10].

However, it was not clear how the high Mg diet affected gene expression in tissues, particularly the synovial tissues. In the present study, we describe the transcriptomic changes induced by an arthritis-protecting high Mg diet in synovial tissues and spleens from arthritic mice and identify new pathways and genes relevant to disease pathogenesis that are regulated by Mg supplementation.

Our discoveries raise the possibility that oral Mg treatment has the potential to become a new, inexpensive, and benign treatment for RA and perhaps for other inflammatory and autoimmune diseases as well.

## 2. Materials and Methods

**Mice.** Male C57BL/6 mice were purchased from Taconic (Rensselaer, NY, USA). Male NOD/ShiLtJ were purchased from Jackson Laboratories (Farmington, CT, USA). KBxN (KRN) TCR transgenic mice (gift from Dr. C. Benoist, Boston, MA, USA) were bred and maintained at Mount Sinai. All mice were housed under specific pathogen-free conditions and a 12 h light–dark cycle. All experiments were conducted under protocol number 2014-0283 approved by the Mount Sinai Institutional Animal Care and Use Committee.

**KRN serum-induced arthritis (KSIA).** KRN TCR transgenic mice were crossed with NOD (KRN x NOD F1) and the arthritogenic serum was collected from 60-day-old arthritic mice. Serum from different batches was pooled and administered to male C57BL/6 mice at 100 µL IP on days 0 and 2. Mice typically developed arthritis on day 3 and were followed for 15 days and scored three times a week [11,12]. Mice used in the arthritis and diet experiments were kept in the same room, shared the same rack, and were monitored daily. Analgesics or anti-inflammatory drugs were not used as they interfere with arthritis inflammation and immune responses.

**Arthritis activity and severity scoring.** The clinical arthritis score was determined according to a scoring scale ranging from 0 to 16 per mouse per day, as previously reported, where 1 = swelling and erythema in a single joint, 2 = swelling and erythema in more than one joint, 3 = swelling of the entire paw, and 4 = swelling of paw and inability to bear weight [12,13].

**Mg Dietary Regimens.** The diets were purchased from Teklad-Envigo Laboratories (Somerset, NJ, USA). Mice received identical diets, except for the amount of magnesium. Specifically, the diets were irradiated and had the following contents (g/kg): protein (17.7), carbohydrates (64.4), fat (6.2), casein (200), DL-methionine (3.0), sucrose (415), corn starch (250), soybean oil (60), cellulose (30), vitamin mix (Teklad 40060), ethoxyquin (antioxidant) (0.01), calcium phosphate, dibasic (13.7), potassium citrate (monohydrate) (7.7), calcium carbonate (4.8), sodium chloride (2.6), potassium sulfate (1.82), ferric citrate (0.25), manganous carbonate (0.12), zinc carbonate (0.056), chromium potassium sulfate (dodecahydrate) (0.02), cupric carbonate (0.012), potassium iodate (0.0004), and sodium selenite, (pentahydrate) (0.0004). The regular Mg diet had Mg oxide 0.822 g/kg of chow (Mg 500 ppm), and the high Mg diet had Mg oxide 2.3 g/kg of chow (Mg 2800 ppm).

Male C57BL/6 mice were fed either a normal Mg diet, Mg500, or a high Mg diet, Mg2800, for 14 days before the induction of KSIA. Following the induction of KSIA, the mice were kept on the same diet for an additional period of 15 days (Figure 1).

### 2.1. RNA Sequencing and Analyses

Synovial tissues and spleens from five different mice per Mg diet group were used for RNA extraction and sequencing. Total RNA was isolated from spleens and synovial tissues using an RNeasy Plus kit (Qiagen, Germantown, MD, USA) and quantified using a Nanodrop. Next, 400 ng of RNA per mouse was sent to Novogene (Beijing, China) for sequencing on Illumina platforms and analysis (Supplemental File S1). Briefly, differential expression analysis of two conditions/groups (five biological replicates per condition) was performed using the DESeq2 R package (1.20.0) [14]. The resulting *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate.

Gene Ontology (GO) enrichment analysis of differentially expressed genes was performed with the clusterProfiler R package. GO terms with a corrected *p*-value less than 0.05 were considered significantly enriched by differentially expressed genes. The Reactome database brings together the various reactions and biological pathways of human model species. Reactome pathways corrected *p*-value of less than 0.05 were considered significantly enriched by differentially expressed genes. ClusterProfiler software (version 3.2) was used to test the statistical enrichment of differentially expressed genes in the Reactome pathways (Supplemental File S1).

### 2.2. Statistics

Means were compared with the *t*-test or paired *t*-test and medians were compared with the rank-sum test whenever indicated using GraphPad Prism 6 (San Diego, CA, USA).

## 3. Results

**The Mg2800 diet significantly protects mice with KSIA.** C57BL/6 mice were placed on either the normal Mg500 or high Mg2800 diet prior to the induction of KSIA and kept on the same diet for an additional period of 15 days (n = 7 per diet group). Mice on the Mg2800 diet were protected and had lower arthritis severity scores that reached statistical significance on days 13 and 15 (*p* = 0.004993 and *p* = 0.001462, respectively; non-paired *t*-test; Figure 1).

**Synovial tissue enrichment for Reactome and GO pathways implicated in RA pathogenesis, including senescence.** There was a predominance of DEGs with reduced expression levels in the Mg2800 synovial tissues compared with the Mg500 group. 

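RNA from synovial tissues and spleens of mice with KSIA was sequenced after 15 days of arthritis, on the Mg500 or the Mg2800 diet started 14 days before induction. The sample labels list 6 synovial tissues and 7 spleens per diet group, whereas the methods state 5 mice per diet group, and 5 mice per diet gave both tissues. Every labelled sample was used. The labels state that messenger RNA was captured by its poly(A) tail. Male C57BL/6 mice were used, which receive arthritogenic serum and do not carry the KRN transgene themselves. The authors deposited FPKM (fragments scaled by transcript length and library size) for 54532 mouse genes with Ensembl identifiers. Of these, 54495 are in the GENCODE annotation of the genome build GRCm38, and 98.3% of those have the same start and end there. Multiplied by gene length, 100% of the FPKM above 0 were whole multiples of a step for each library, from which fragment numbers were recovered.
Fragments on genes ranged from 14971097 to 25977773 in the Mg500 synovial tissues (median 17688867, n = 6) and from 13073014 to 24586774 in the Mg2800 synovial tissues (median 17998188.5, n = 6). In spleens, they ranged from 15278273 to 19914585 on Mg500 (median 17718298, n = 7) and from 15184722 to 21718148 on Mg2800 (median 18974834, n = 7). The fragments on genes were 0.776 to 5.65 times the number by which the FPKM had been divided, so the deposited values already included a scaling between libraries. Mitochondrial genes took 69.1% of the fragments of Mg2800 synovial replicate 5 and 32.0% of those of Mg500 synovial replicate 5. In the other synovial tissues, this share was 0.939% to 8.01%, and in spleens it was 1.64% to 3.43%. Within a diet group, Spearman correlations across genes between replicates were 0.505 to 0.893 in synovial tissues and 0.854 to 0.944 in spleens. Genes are not independent replicates.

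**Figure D1:**
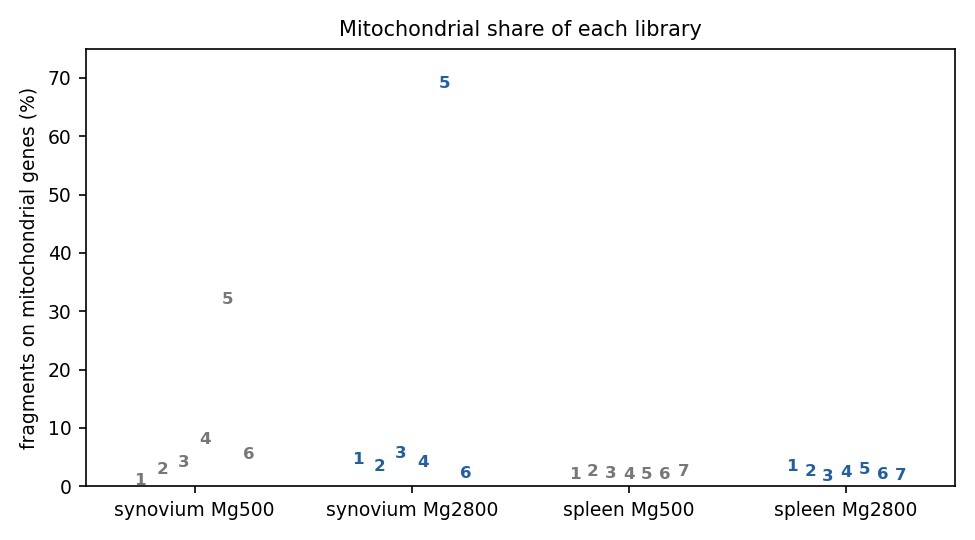
Share of fragments on mitochondrial genes (%, linear axis from 0) in each library. Each digit is the replicate number of a mouse, in gray for Mg500 and in blue for Mg2800. Replicate 5 of the Mg2800 synovial tissues lies at 69.1% and replicate 5 of the Mg500 synovial tissues at 32.0%.

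The FPKM were rescaled within each tissue by the median of the ratios to the gene-wise geometric mean, with factors from 0.944 to 1.05 in synovial tissues and from 0.959 to 1.07 in spleens. After a pseudocount of 0.1 and a log2 transformation, diets were compared with limma, two-sided, over genes with a mean of at least 0.1 FPKM. A log2 fold change on this scale is a difference of mean log2 values, and is smaller than the ratio of the means where FPKM are near the pseudocount. Genes far above the pseudocount can differ as well. Actc1 in synovial tissues was at 1.64, against 4.42 as the log2 ratio of mean FPKM. In simulated data with the spread of these libraries, 20.5% of 200 changed genes were recovered in synovial tissues and 83.0% in spleens. None of the simulated synovial changes of 1 log2 unit was recovered, and 40.3% of those of 3 log2 units were.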

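In synovial tissues, 0 of 22336 genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, n = 6 mice per diet), and the smallest adjusted p was 0.999981. At an unadjusted p under 0.05, there were 327 genes, of which 219 were higher and 108 lower on Mg2800. Chance alone would on average give 5% of the genes tested, and these were 1.46%. Over 100 splits of the same samples, the real one included, the median was 555.5 genes, and 79 splits gave at least as many as here. The lines drawn in Figure 3 (-log10 p of 1.5 and log2 fold change of 1.5) were passed by 141 genes, 91 of them higher and 50 lower. Lower genes were 35.5% of these (Wilson interval of 95%, 28.0% to 43.6%). The interval covers counting error only. The share was not counted on the ratio of mean FPKM. The choice of genes moved this share most. Among protein-coding genes alone, 36 genes passed the lines and 69.4% of them were lower. With the trend on gene length removed as well, an alternative chosen after seeing the data, 38 passed and 31.6% of them were lower. Without Mg2800 replicate 5, 335 genes passed the lines, 18.2% of them lower, and 1 gene had an adjusted p under 0.05. There were 213 genes without Mg500 replicate 2 and 244 without Mg500 replicate 3.
Leaving aside predicted-gene and clone names, the smallest p belonged to Gnrh1, Snora34 and Mir467f among genes higher on Mg2800, and to Hist1h3e, Rpl17-ps9 and Alkbh2 among lower genes. Their adjusted p was 0.999981 (limma with Benjamini-Hochberg adjustment, n = 6). Hist1h3e (ENSMUSG00000069273) lies on chromosome 13 of GRCm38 from 23561534 to 23562369. Its rescaled FPKM was 1.37 ± 1.13 (SD, n = 6) on Mg500 and 0.0871 ± 0.157 (SD, n = 6) on Mg2800, with at most 50 fragments in a library. This was a log2 fold change of -2.96 (standard error 0.64, exact permutation test, two-sided p = 0.00216, n = 6), and every Mg2800 mouse was below every Mg500 mouse. This is the smallest p that 6 mice against 6 allow, and histone genes share near-identical sequence. Alkbh2 (ENSMUSG00000044339, chromosome 5 from 114123926 to 114128218) fell by 1.23 on the log2 scale (standard error 0.37, exact permutation p = 0.00649, two-sided), and 6 of 6 Mg2800 mice were below the Mg500 median. Rpl17-ps9 (ENSMUSG00000066543), a processed pseudogene of a ribosomal protein gene, fell by 2.55 (exact permutation p = 0.00866, two-sided). Mir467f (ENSMUSG00000080573), with at most 13 fragments in a library and none above 3 on Mg500, was at least 1.66-fold higher on Mg2800 (exact permutation p = 0.0152, two-sided).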

There was synovial tissue enrichment for genes involved in several Reactome pathways implicated in gene transcription and gene regulation such as epigenetic regulation, RNA polymerase activity, transcriptional regulation, nuclear receptor transcription (androgen and estrogen receptor dependent), and gene silencing by small RNAs (Figure 2A, Supplemental Table S1).

Reactome processes implicated in RA pathogenesis such as the RUNX1 pathway, the formation of the beta-catenin:TCF transactivating complex, RHO GTPases activating PKNs, and signaling by WNT were also enriched among the DEGs in synovial tissues (Figure 2A, Supplemental Table S1).

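The members of the Reactome pathways were not used here. A set of 50 WNT and beta-catenin genes (ligands, receptors, and the beta-catenin and TCF genes) was tested in their place. The WNT set had a median log2 fold change of 0.03 in synovial tissues, with 26 genes higher and 24 lower on Mg2800. Its adjusted p was 0.873 (limma's camera test, two-sided, Benjamini-Hochberg adjustment over 22 sets), and 4 of 6 Mg2800 mice were above the Mg500 median. The direction of this set depended on the processing. With the mouse number series as a block its median was -0.11, and without Mg500 replicate 5 it was -0.22. Its adjusted p was 0.360 to 0.978 over the other settings and 0.186 to 0.955 with each mouse left out in turn. The most abundant member, Ctnnb1 (ENSMUSG00000006932), had a rescaled FPKM of 73.4 ± 50.7 (SD, n = 6) on Mg500 and 80.4 ± 29.7 (SD, n = 6) on Mg2800. The log2 fold changes of Fzd1 and Dvl1 were 0.22 and 0.16, with standard errors of 1.01 and 0.57.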

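Senescence was assessed over 63 genes of cell cycle arrest, the secretory phenotype and telomere stress, written down in place of the Reactome lists. On Mg2800, 36 of these genes were higher and 27 lower, with a median log2 fold change of 0.04 (camera adjusted p = 0.873, Benjamini-Hochberg over 22 sets, 4 of 6 Mg2800 mice above the Mg500 median). The mean of the set on the log2 scale was 2.97 ± 0.39 (SD, n = 6) on Mg500 and 2.98 ± 0.59 (SD, n = 6) on Mg2800 (exact permutation test, two-sided p = 0.950). With the mouse number series as a block, the median was -0.04. Without Mg500 replicate 6 it was -0.03, and without Mg2800 replicate 5 it was 0.18. The adjusted p was 0.370 to 0.978 over the other settings. The most abundant members were Igfbp7, Mmp13 and Txn1. Igfbp7 (ENSMUSG00000036256) was at 371 ± 166 FPKM (SD, n = 6) on Mg500 and 362 ± 175 (SD, n = 6) on Mg2800. Mmp13 and Txn1 had log2 fold changes of -0.41 (standard error 2.22) and -0.70 (standard error 0.49). Histone genes, which are members of several senescence pathways, were tested as a set of their own.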

There was an enrichment of genes in the Reactome pathways senescence-associated secretory phenotype (SASP), oxidative stress-induced senescence, cellular senescence, and DNA damage/telomere stress-induced senescence (Figure 2A, Supplemental Table S1).

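Histone genes were tested as the shared members of nucleosome and DNA packaging terms. In synovial tissues, 52 of 62 histone genes were lower on Mg2800 and the median log2 fold change was -0.77 (camera adjusted p = 2.29e-09, Benjamini-Hochberg over 22 sets). The mean of the set was below the Mg500 median in 6 of 6 Mg2800 mice (exact permutation test of the mean, two-sided p = 0.0390). Mg500 replicate 1 was highest, and the median without it was -0.36. The most abundant members changed less than the set. The log2 fold changes were -0.23 (standard error 0.50) for H3f3b, -0.14 (standard error 0.43) for Hist1h1c and -0.29 (standard error 0.36) for H1f0. Most histone messenger RNA has no poly(A) tail, so capture by poly(A) records it only in part. Hist1h1b, Hist1h3i and Hist1h4c, which are labelled in Figure 3A, had log2 fold changes of -2.22 (standard error 1.11), -1.99 (standard error 1.21) and -1.32 (standard error 1.00). Without Mg500 replicate 1, these were -1.41 for Hist1h1b, -1.08 for Hist1h3i and -0.43 for Hist1h4c, and their near-identical copies can share fragments.
All 18 proteasome core genes tested (the alpha and beta subunits, Psma and Psmb) were lower on Mg2800, with a median log2 fold change of -0.58 (camera adjusted p = 1.43e-05). In 6 of 6 Mg2800 mice the mean of the set was below the Mg500 median (exact permutation test, two-sided p = 0.0974). The median was -0.21 without Mg500 replicate 1. Psmb6 (ENSMUSG00000018286) was at 97.9 ± 113 FPKM (SD, n = 6) on Mg500 and 37.8 ± 26.9 (SD, n = 6) on Mg2800. Psmb5 and Psma6, the most abundant members, had log2 fold changes of -0.61 (standard error 0.61) and -0.52 (standard error 0.53). The camera test assumed a correlation of 0.01 between genes of a set. With the correlation estimated from the data, or under limma's fry rotation test, 0 of the 22 sets in synovial tissues and 0 of the 22 sets in spleens had an adjusted p under 0.05. The adjusted p of the histone set was 7.36e-11 to 0.874 over the other settings, and that of the proteasome set was 3.19e-07 to 0.968. Over these settings the median was -1.08 to -0.15 for the histone set and -0.69 to -0.19 for the proteasome set.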

There were four GO pathways enriched among the DEGs in synovial tissues, specifically the nucleosome, proteasome core complex, DNA packaging complex, and protein–DNA complex (Figure 2B, Supplemental Table S2).

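Genes named for higher expression in the Mg2800 synovial tissues were Snora34, Gnrh1, Actc1, Nr4a3 and Slc9a4. Snora34 (ENSMUSG00000065336, chromosome 15 of GRCm38 from 98519716 to 98519853) is a small nucleolar RNA within the gene Kansl2, so part of its fragments can come from Kansl2 transcripts. Its rescaled FPKM was 0.647 ± 0.860 (SD, n = 6) on Mg500 and 12.4 ± 19.7 (SD, n = 6) on Mg2800, with 0 to 34 fragments per library. The log2 fold change was 3.97 (standard error 1.04, exact permutation test, two-sided p = 0.00649, n = 6), and 6 of 6 Mg2800 mice were above the Mg500 median. Among the settings tried, array weights moved it most, to 2.18. Gnrh1 (ENSMUSG00000015812, chromosome 14 from 67745181 to 67749439) was at 1.46 ± 0.914 FPKM (SD, n = 6) on Mg500 and 5.98 ± 4.05 (SD, n = 6) on Mg2800. It rose by 1.97 on the log2 scale (standard error 0.50, exact permutation p = 0.00433, two-sided, n = 6), with 6 of 6 Mg2800 mice above the Mg500 median.
For Actc1 (ENSMUSG00000068614, chromosome 2 from 114047282 to 114053548), the rescaled FPKM was 9.59 ± 13.1 (SD, n = 6) on Mg500 and 205 ± 314 (SD, n = 6) on Mg2800. This difference did not exceed the spread between mice. The log2 fold change was 1.64 (standard error 1.77, exact permutation p = 0.429, two-sided, n = 6), and 3 of 6 Mg2800 mice were above the Mg500 median. It was 0.51 without Mg2800 replicate 1, 0.55 without Mg2800 replicate 5 and 2.46 without Mg2800 replicate 3. Nr4a3 (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) was at 1.04 ± 0.588 FPKM (SD, n = 6) on Mg500 and 4.88 ± 7.76 (SD, n = 6) on Mg2800. It had a log2 fold change of 1.08 (standard error 1.05, exact permutation p = 0.314, two-sided, n = 6). Without Mg2800 replicate 6 this was 0.39, without Mg500 replicate 5 it was 0.56, and without Mg2800 replicate 5 it was 1.92. Slc9a4 (ENSMUSG00000026065, chromosome 1 from 40580081 to 40630725) was under the filter, at 0.0209 ± 0.0258 FPKM (SD, n = 6) on Mg500 and 0.160 ± 0.164 (SD, n = 6) on Mg2800. With 0 to 44 fragments per library, its log2 fold change was 0.88 (exact permutation p = 0.0649, two-sided, n = 6).

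**Figure D2:**
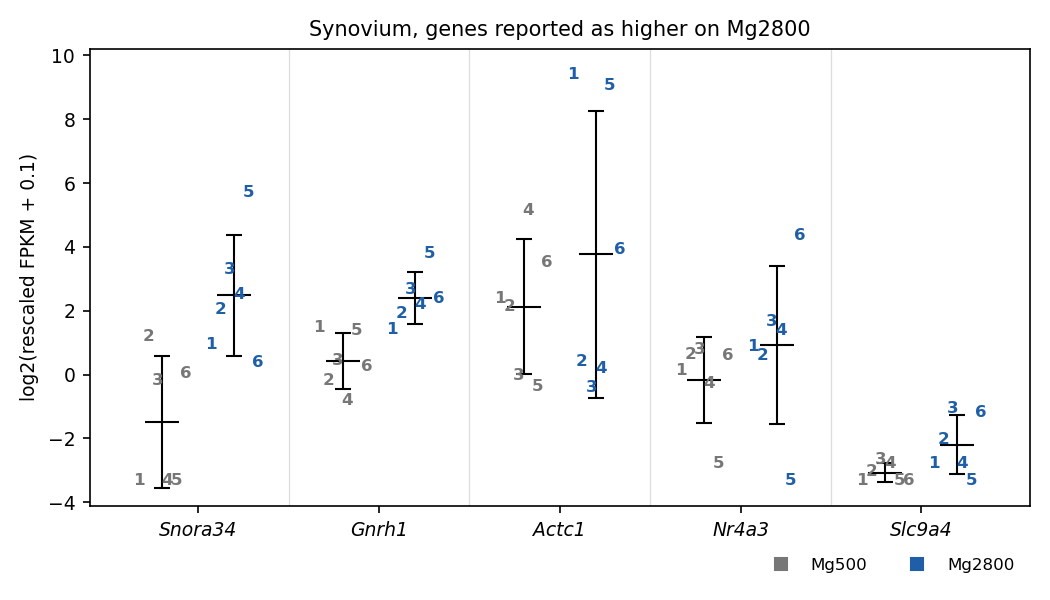
log2(rescaled FPKM + 0.1) of the 5 genes in each synovial tissue. Each digit is the replicate number of a mouse, in gray for Mg500 and in blue for Mg2800, and black bars show the mean and SD (n = 6). For Snora34 and Gnrh1, 6 of 6 Mg2800 mice lie above the Mg500 median, and for Actc1 3 of 6 do.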

The genes with the most significantly increased expression in the synovial tissues of the arthritis-protected Mg2800 diet group included Snora34, Gnrh1, Actc1, Nr4a3, and Slc9a4 (Figure 3A, Supplemental Table S3). 

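Krt79, Pth1r, Gcat, Ffar2 and Sncg were each highest in a Mg500 mouse. Krt79 (ENSMUSG00000061397, chromosome 15 of GRCm38 from 101929332 to 101940324), a keratin gene, was at 3.95 ± 8.18 FPKM (SD, n = 6) on Mg500 and 0.0853 ± 0.0697 (SD, n = 6) on Mg2800. Its log2 fold change was -2.11 (standard error 1.06, exact permutation test, two-sided p = 0.0476, n = 6), and 6 of 6 Mg2800 mice were below the Mg500 median. Without Mg500 replicate 1, it was -1.16. Pth1r (ENSMUSG00000032492, chromosome 9 from 110722085 to 110747145) overlaps Myl3 on the opposite strand. Its rescaled FPKM was 51.0 ± 34.4 (SD, n = 6) on Mg500 and 12.7 ± 4.05 (SD, n = 6) on Mg2800, a log2 fold change of -1.62 (standard error 0.56, exact permutation p = 0.0411, two-sided). With each mouse left out in turn, this stayed at -1.38 or lower. Gcat (ENSMUSG00000006378, chromosome 15 from 79030874 to 79038353) was at 4.72 ± 7.30 FPKM (SD, n = 6) on Mg500 and 0.417 ± 0.416 (SD, n = 6) on Mg2800. It fell by 2.16 on the log2 scale (standard error 0.89, exact permutation p = 0.0281, two-sided), and was lower than the Mg500 median in 5 of 6 Mg2800 mice.
For Ffar2 (ENSMUSG00000051314, chromosome 7 from 30818348 to 30823775), the rescaled FPKM was 21.1 ± 33.3 (SD, n = 6) on Mg500 and 2.81 ± 1.61 (SD, n = 6) on Mg2800. The log2 fold change of -1.40 (standard error 0.99) did not exceed the spread between mice (exact permutation p = 0.258, two-sided, n = 6). Without Mg500 replicate 1 it was -0.67, and without Mg500 replicate 6 it was -2.13. Sncg (ENSMUSG00000023064, chromosome 14 from 34370274 to 34374789) was at 214 ± 308 FPKM (SD, n = 6) on Mg500 and 26.1 ± 18.6 (SD, n = 6) on Mg2800. Its log2 fold change was -1.66 (standard error 1.03, exact permutation p = 0.206, two-sided, n = 6), and it was -0.96 without Mg500 replicate 1.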

The genes with the most significantly decreased expression in synovial tissues of the Mg2800 diet group, compared with the Mg500 diet group, included Krt79, Pth1r, Gcat, Ffar2, and Sncg (Figure 3A, Supplemental Table S3). Also, among the genes with the most significantly reduced expression in the Mg2800 diet group were neutrophil genes S100a13, S100b, Elane, and MPO (Supplemental Table S3), likely reflecting decreased neutrophil influx into the synovial tissues.

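Of the 4 genes named here, Elane had the smallest p. Elane (ENSMUSG00000020125, chromosome 10 of GRCm38 from 79886247 to 79888215) was at 13.5 ± 22.3 FPKM (SD, n = 6) on Mg500 and 1.25 ± 2.42 (SD, n = 6) on Mg2800. Its log2 fold change was -3.45 (standard error 1.27, exact permutation test, two-sided p = 0.0390, n = 6), and 5 of 6 Mg2800 mice were below the Mg500 median. For Mpo (ENSMUSG00000009350, chromosome 11 from 87793581 to 87804413), the rescaled FPKM was 6.45 ± 10.0 (SD, n = 6) on Mg500 and 0.617 ± 0.964 (SD, n = 6) on Mg2800. It fell by 2.68 on the log2 scale (standard error 1.24, exact permutation p = 0.0952, two-sided, n = 6). S100a13 (ENSMUSG00000042312, chromosome 3 from 90514435 to 90524581) was at 170 ± 291 FPKM (SD, n = 6) on Mg500 and 31.1 ± 15.1 (SD, n = 6) on Mg2800. Diets differed by a log2 fold change of -1.24 (standard error 0.75, exact permutation p = 0.173, two-sided, n = 6) and -0.55 without Mg500 replicate 1. S100b (ENSMUSG00000033208, chromosome 10 from 76253853 to 76261159), which overlaps Dip2a on the opposite strand, had a log2 fold change of -0.90 (standard error 0.75, exact permutation p = 0.310, two-sided, n = 6). It was -0.44 without Mg500 replicate 5, -1.51 without Mg500 replicate 3 and 0.06 with array weights.
The paper's text names 14 synovial genes as changed, and 13 of them passed the filter. Adjusted over the list alone, 2 genes had an adjusted p under 0.05, Snora34 and Gnrh1 (both 0.0138, limma with Benjamini-Hochberg adjustment), against 0 over all genes tested. The unadjusted p was under 0.05 for 6 of the 13. The study chose this list on the same mice, so the count over the list is not independent evidence. The log2 fold changes of all 14 genes had the direction that the paper gives. Mg500 replicate 1 held the highest value for 7 of the 9 lower genes, which is 77.8%.
Genes of the primary granules of neutrophils (Elane, Mpo, Prtn3, Ctsg and Ms4a3) and genes of mature neutrophils were tested as sets. All 5 primary granule genes were lower on Mg2800, with a median log2 fold change of -2.11 (camera adjusted p = 1.43e-05, 5 of 6 Mg2800 mice below the Mg500 median). The mean of this set differed between diets with an exact permutation p of 0.0693 (two-sided, n = 6), and its adjusted p was 4.87e-09 to 0.874 over the other settings. Prtn3 (ENSMUSG00000057729) was its most abundant member, at 15.6 ± 30.4 FPKM (SD, n = 6) on Mg500 and 1.81 ± 1.78 (SD, n = 6) on Mg2800. Of 23 mature neutrophil genes, 18 were lower, with a median of -0.68 (camera adjusted p = 0.00192, 6 of 6 Mg2800 mice below the Mg500 median). Here the exact permutation p of the mean was 0.468 (two-sided, n = 6), and the adjusted p was 1.23e-06 to 0.968 over the other settings. This median was 0.18 without Mg2800 replicate 5, -0.01 without Mg500 replicate 1 and -1.60 without Mg500 replicate 5. The most abundant members, S100a9, S100a8 and Mmp9, had log2 fold changes of -0.68 (standard error 1.41), 0.30 (standard error 1.67) and -0.58 (standard error 1.45). For S100a8 the mean FPKM went the other way, at 286 ± 560 (SD, n = 6) on Mg500 and 52.4 ± 27.0 (SD, n = 6) on Mg2800. From the lower levels of S100a13, S100b, Elane and Mpo, the paper proposes that fewer neutrophils entered the synovial tissues of the Mg2800 group.

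**Figure D3:**
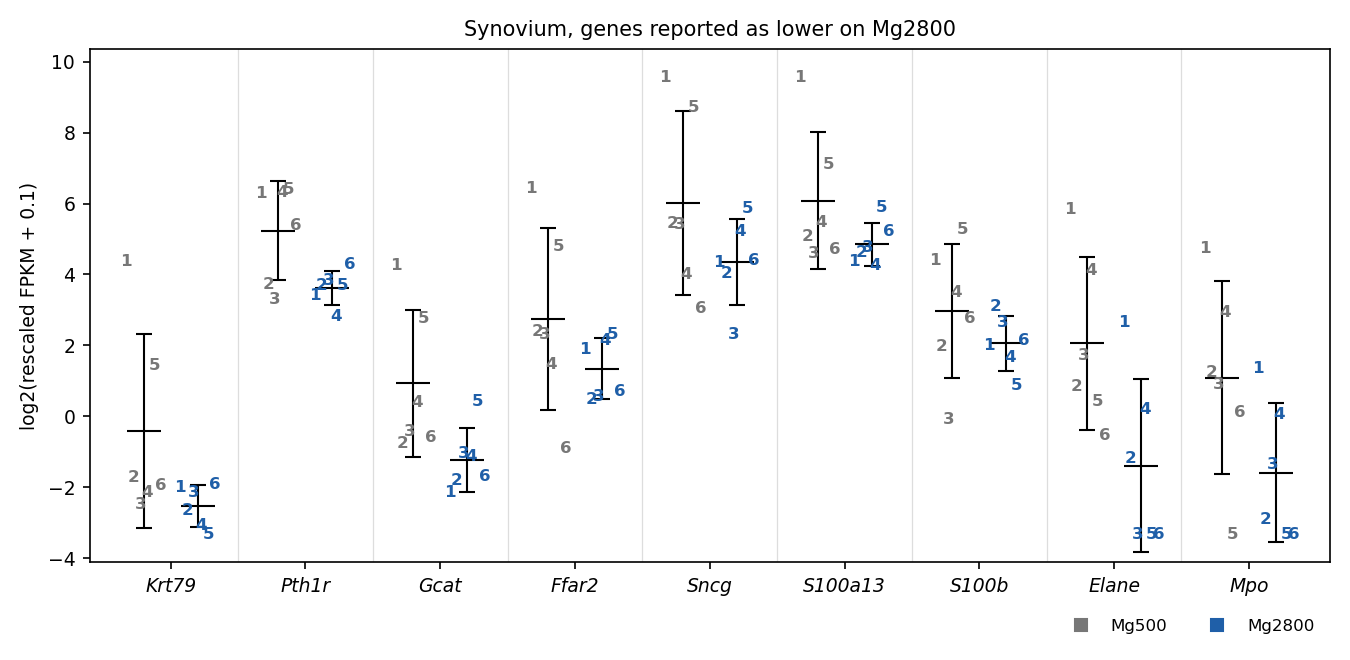
log2(rescaled FPKM + 0.1) of the 9 genes named as lower on Mg2800 in each synovial tissue. Each digit is the replicate number of a mouse, in gray for Mg500 and in blue for Mg2800, and black bars show the mean and SD (n = 6). Mg500 replicate 1 is the highest of all mice for 7 of the 9 genes.

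**Figure D4:**
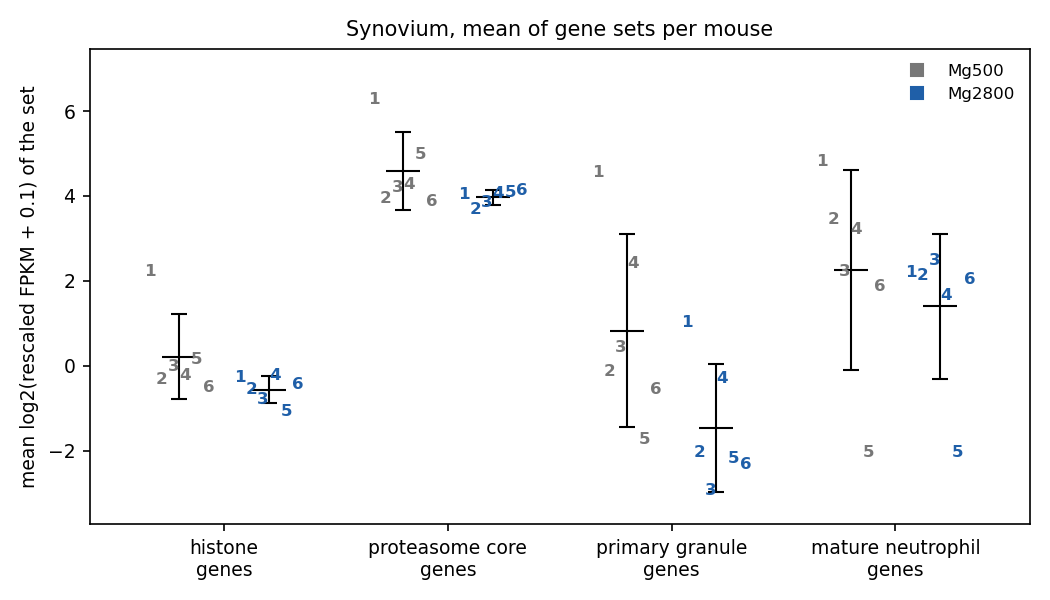
Mean of log2(rescaled FPKM + 0.1) over the genes of each set in each synovial tissue. Digits are replicate numbers, in gray for Mg500 and in blue for Mg2800, and black bars show the mean and SD (n = 6). For the histone and proteasome sets, 6 of 6 Mg2800 mice lie below the Mg500 median.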

Two of the genes expressed in increased levels (Actc1 and Nr4a3) and two of the genes expressed in lower levels (Sncg and Krt79) in synovial tissues from mice in the Mg2800 diet group, compared with the Mg500 diet group, were further confirmed with qPCR.

**Gene enrichment for Reactome and GO pathways in the spleens.** Two Reactome pathways, the metabolism of folate and pterines, and the HSP90 chaperone cycle for steroid hormone receptors were enriched among the splenic DEGs (Figure 2A, Supplemental Table S1). 

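In spleens, 0 of 20865 genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, n = 7 mice per diet), and the smallest adjusted p was 0.413. There were 919 genes with an unadjusted p under 0.05, which is 4.4% of those tested, 309 of them higher and 610 lower on Mg2800. With the mouse number series as a block there were 1771 (8.49%), 773 higher and 998 lower, and 0 with an adjusted p under 0.05. Over 100 splits of the spleens without this block, the median was 533 genes at an unadjusted p under 0.05, and 27 splits gave at least 919. The lines of Figure 3B were passed by 102 genes, 19 higher and 83 lower. Lower genes were 81.4% of these (Wilson interval of 95%, 72.7% to 87.7%, counting error only). The share was 45.5% of 11 protein-coding genes past the lines, 61.7% with quantile normalization, 61.1% without Mg2800 replicate 1 and 55.8% without Mg2800 replicate 6. A pseudocount of 1 lowered the number of genes past the lines to 10, and voom raised it to 214. Leaving out Mg2800 replicate 4 raised it to 213, Mg500 replicate 5 to 196 and Mg500 replicate 6 to 161. The smallest adjusted p belonged to A830005F24Rik, a clone name. Leaving aside predicted-gene and clone names, the smallest p belonged to Rpl30-ps3, Med26 and Syt5 among higher genes and to Ighv5-9-1, Mir7240 and Mir343 among lower genes. These had an adjusted p of 0.812 (limma with Benjamini-Hochberg adjustment, n = 7).
Med26 (ENSMUSG00000045248, chromosome 8 of GRCm38 from 72494561 to 72548270) was at 4.27 ± 0.537 FPKM (SD, n = 7) on Mg500 and 5.85 ± 0.62 (SD, n = 7) on Mg2800. The log2 fold change was 0.45 (standard error 0.11, exact permutation test, two-sided p = 0.000583, the smallest that 7 mice against 7 allow). Ighv5-9-1 (ENSMUSG00000095210, chromosome 12 from 113736111 to 113736630), an immunoglobulin variable gene with paralogs nearby, fell by 0.95 on the log2 scale (standard error 0.21, exact permutation p = 0.000583, two-sided, n = 7). For both genes, every Mg2800 mouse lay on the same side of every Mg500 mouse. Rpl30-ps3 (ENSMUSG00000080873), a processed pseudogene inside Fnbp4, rose by 2.44 (standard error 0.51, exact permutation p = 0.00175, two-sided, n = 7). Mir7240 (ENSMUSG00000099031) had at most 25 fragments per library, and Mir343 (ENSMUSG00000076315) at most 27. Mir343 was at least 2.88-fold lower on Mg2800, where no library had more than 3 fragments.
A set of 25 genes of folate and pterin metabolism had a median log2 fold change of 0.17 in spleens, with 17 genes higher on Mg2800 (camera adjusted p = 0.113, Benjamini-Hochberg over 22 sets, 4 of 7 Mg2800 mice above the Mg500 median). Its adjusted p was 0.0236 to 0.700 over the other settings, and 0.0199 without Mg2800 replicate 4. Without Mg2800 replicate 1, the median was 0.09, and without Mg500 replicate 7 it was 0.11. Shmt2 (ENSMUSG00000025403) was the most abundant member, at 24.3 ± 6.32 FPKM (SD, n = 7) on Mg500 and 31.6 ± 8.08 (SD, n = 7) on Mg2800. Mthfd1 and Qdpr had log2 fold changes of 0.46 (standard error 0.26) and 0.19 (standard error 0.18).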

GO pathway-enriched DEGs in the spleens included protein refolding, cell migration (smooth muscle and muscle), heat shock protein binding, and semaphorin receptor binding (Figure 2B, Supplemental Table S2). 

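Genes of heat shock proteins and their cochaperones stood in for the HSP90 cycle, protein refolding and heat shock protein binding. Of 53 such genes, 42 were higher on Mg2800 in spleens, with a median log2 fold change of 0.25 (camera adjusted p = 7.62e-07). The mean of the set was above the Mg500 median in 5 of 7 Mg2800 mice (exact permutation test, two-sided p = 0.158, n = 7). Over the other settings the adjusted p was 2.90e-08 to 0.700. Hsp90ab1 (ENSMUSG00000023944) was at 492 ± 145 FPKM (SD, n = 7) on Mg500 and 680 ± 272 (SD, n = 7) on Mg2800. Hspa8 and Hsp90aa1 had log2 fold changes of 0.61 (standard error 0.30) and 0.83 (standard error 0.41). Among 18 semaphorin genes, 17 were lower on Mg2800, with a median of -0.27 (camera adjusted p = 0.00184). Here 6 of 7 Mg2800 mice were below the Mg500 median (exact permutation p of the mean = 0.0676, two-sided, n = 7), and the adjusted p was 0.000344 to 0.700 over the other settings. The median was -0.42 without Mg500 replicate 2. The most abundant semaphorin genes changed less, with log2 fold changes of -0.14 (standard error 0.11) for Sema4d, -0.02 (standard error 0.12) for Sema4b and -0.02 (standard error 0.16) for Sema4a.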

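Helicase, replication fork and telomere maintenance genes were joined in a set of 58 genes. In spleens, 53 of these were higher on Mg2800 and 5 were lower, with a median log2 fold change of 0.41 (camera adjusted p = 2.11e-12, Benjamini-Hochberg over 22 sets). Its mean on the log2 scale was 2.50 ± 0.38 (SD, n = 7) on Mg500 and 2.88 ± 0.57 (SD, n = 7) on Mg2800 (exact permutation test, two-sided p = 0.172), and 5 of 7 Mg2800 mice were above the Mg500 median. The adjusted p was 7.51e-14 to 0.700 over the other settings, and the median was 0.26 without Mg2800 replicate 1. Mcm7 (ENSMUSG00000029730) was at 34.2 ± 19.0 FPKM (SD, n = 7) on Mg500 and 52.0 ± 27.9 (SD, n = 7) on Mg2800. Pcna, the most abundant member, and Mcm6 had log2 fold changes of 0.54 (standard error 0.37) and 0.57 (standard error 0.35). In synovial tissues, the same set had a median of -0.07, with 26 genes higher and 32 lower (camera adjusted p = 0.721, 2 of 6 Mg2800 mice above the Mg500 median). The difference between tissues in the diet effect on these genes was -0.50 (camera adjusted p = 1.84e-05 in a fit of all 26 samples with the mouse as a block). With each library left out in turn, this difference was -0.59 to -0.29. As small a p came up in 13 of 100 splits of the samples, the real one included, so chance stays open. Senescence genes in spleens had a median of 0.03 (camera adjusted p = 0.0528, 35 of 61 genes higher, 2 of 7 Mg2800 mice above the Mg500 median).

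**Figure D5:**
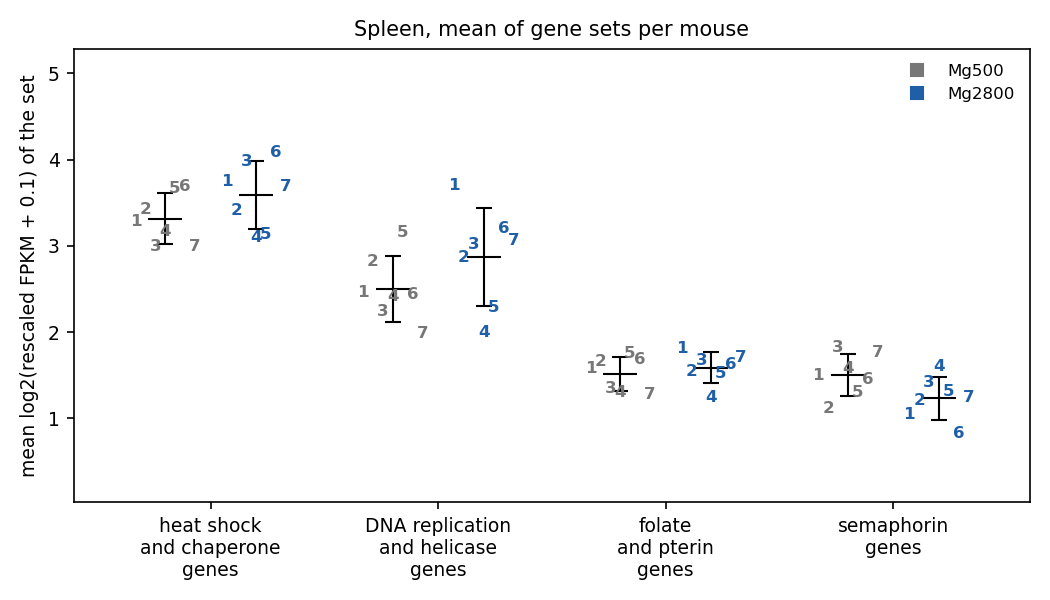
Mean of log2(rescaled FPKM + 0.1) over the genes of each set in each spleen. Digits are replicate numbers, in gray for Mg500 and in blue for Mg2800, and black bars show the mean and SD (n = 7). The diet groups overlap in all 4 sets.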

As seen in synovial tissues, there was also enrichment for pathways involved in DNA stability and replication and senescence, including DNA helicase activity, telomere maintenance, oxidoreductase activity, and others (Figure 2B, Supplemental Table S2).

The genes with the most significantly increased expression in spleens from the Mg2800 diet group included Syt5 and Hspa1a (Figure 3B, Supplemental Table S4). 

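Syt5 (ENSMUSG00000004961, chromosome 7 of GRCm38 from 4539765 to 4547541) was at 0.0274 ± 0.0381 FPKM (SD, n = 7) in the Mg500 spleens and 0.292 ± 0.213 (SD, n = 7) in the Mg2800 spleens. These values rest on 0 to 29 fragments per library. The log2 fold change was 1.51 (standard error 0.37, exact permutation test, two-sided p = 0.00117, n = 7), and 7 of 7 Mg2800 mice were above the Mg500 median. At this level the pseudocount set its size. It was 0.32 with a pseudocount of 1 and 3.43 with a pseudocount of 0.01. Hspa1a (ENSMUSG00000091971, chromosome 17 from 34969190 to 34972156) was at 2.23 ± 3.32 FPKM (SD, n = 7) on Mg500 and 14.8 ± 28.0 (SD, n = 7) on Mg2800. Its log2 fold change of 1.23 (standard error 1.01) did not exceed the spread between mice (exact permutation p = 0.286, two-sided, n = 7), with 6 of 7 Mg2800 mice above the Mg500 median. Without Mg2800 replicate 3 it was 0.47, and without Mg2800 replicate 6 it was 0.76. The paralog Hspa1b (ENSMUSG00000090877), with which Hspa1a can share fragments, had a log2 fold change of 0.93 (standard error 0.97, exact permutation p = 0.402, two-sided, n = 7).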

The genes with the most significantly decreased expression in spleens from the Mg2800 diet group included Ano5 and Gng4, two genes (Figure 3B, Supplemental Table S4). 

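Ano5 (ENSMUSG00000055489, chromosome 7 of GRCm38 from 51511029 to 51598709) was at 0.166 ± 0.0994 FPKM (SD, n = 7) in the Mg500 spleens and 0.0412 ± 0.0332 (SD, n = 7) in the Mg2800 spleens, with 0 to 62 fragments per library. Diets differed by a log2 fold change of -0.86 (standard error 0.33, exact permutation test, two-sided p = 0.00699, n = 7), and 7 of 7 Mg2800 mice were below the Mg500 median. Gng4 (ENSMUSG00000021303, chromosome 13 from 13784059 to 13827896) was under the filter of 0.1 FPKM and had 0 to 24 fragments per library. It was at 0.154 ± 0.0836 FPKM (SD, n = 7) on Mg500 and 0.0218 ± 0.0377 (SD, n = 7) on Mg2800, a log2 fold change of -1.05 (exact permutation p = 0.00233, two-sided, n = 7). In 7 of 7 Mg2800 mice it was below the Mg500 median. The paper's text names 5 spleen genes as changed, of which 4 passed the filter and 3 had an unadjusted p under 0.05. Adjusted over the list alone, 3 genes had an adjusted p under 0.05, against 0 over all genes tested. These were Syt5 (0.00345), Ascl4 (0.00910) and Ano5 (0.0255), each from limma with Benjamini-Hochberg adjustment. As in synovial tissues, the list was chosen on the same mice and gives no independent evidence.

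**Figure D6:**
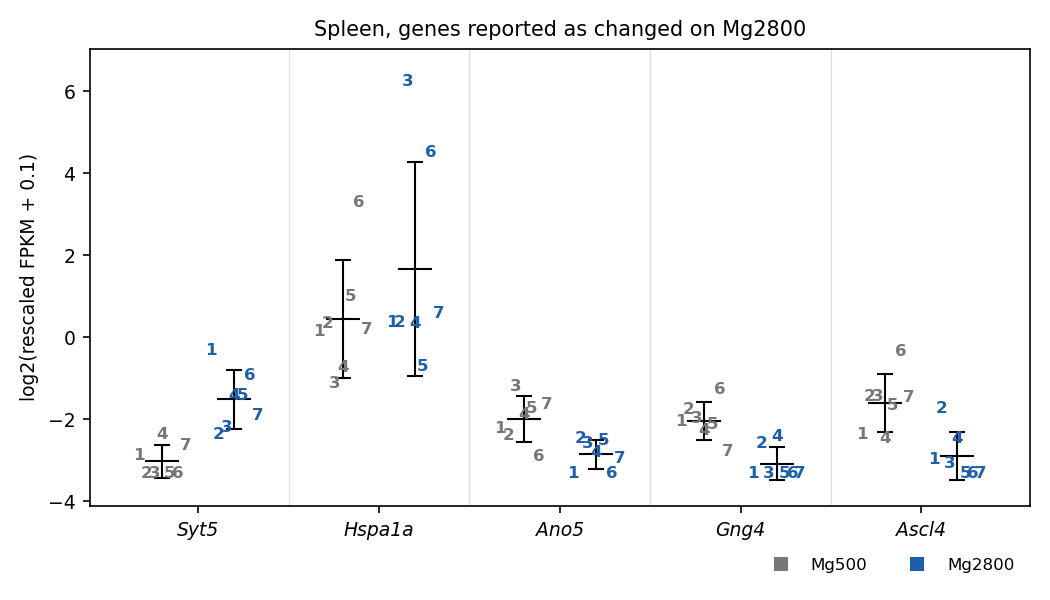
log2(rescaled FPKM + 0.1) of 5 genes in each spleen, with Ascl4 beside the genes named above. Digits are replicate numbers, in gray for Mg500 and in blue for Mg2800, and black bars show the mean and SD (n = 7). For Syt5, 7 of 7 Mg2800 mice lie above the Mg500 median, and for Ano5 and Gng4 7 of 7 lie below it.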

To our knowledge, none of these genes has previously been implicated in autoimmune or inflammatory diseases.

## 4. Discussion

RA is a common chronic autoimmune and inflammatory disease that can be debilitating and cause disability. While there are strong genetic and non-genetic components in the regulation of susceptibility and severity [15,16], very little is known about non-genetic environmental and dietary factors [3]. Smoking has been strongly associated with RA, but only a few other environmental or dietary factors have been reproducibly implicated in disease susceptibility or severity [15]. Mg is typically deficient in the US diet with nearly 40% of the population consuming less than the required amounts [9]. Similarly, there is also evidence that RA patients have a diet deficient in Mg [17], raising the possibility that it might be a dietary risk factor for disease.

We have recently demonstrated that increasing the dietary intake of Mg has a significant protective effect in mouse models of RA [10]. The high Mg2800 diet reduced arthritis severity and joint damage and reduced synovial inflammation and the expression of cytokines while increasing the numbers of CD4+Foxp3+ Treg cells and IL10-producing Tr1 cells [10]. We demonstrated that this arthritis-suppressing effect was highly dependent on the intestinal microbiome [10]. In the present study, we describe for the first time the transcriptomic changes induced by the increased dietary intake of Mg (Mg2800) in the synovial tissues and spleens of arthritic mice.

Mg is required for several cellular and enzymatic processes, including gene transcription, energy metabolism, and others [5], and has also been implicated in epigenetic regulation [18,19], including gene methylation [20]. Among the most significantly enriched pathways and processes we detected in the synovial tissues were those implicated in the epigenetic regulation of gene expression, including “SIRT1 negatively regulates rRNA expression”, “nucleosome”, and “RUNX1 regulates genes involved in megakaryocyte differentiation and platelet function.” RUNX1 is associated with the susceptibility risk for RA [21,22] and was recently shown to epigenetically regulate gene expression, contributing to reduced disease severity in autoimmune arthritis [23]. Epigenetic regulation and epigenetic abnormalities have been described in the synovial tissues and implicated in RA pathogenesis [24,25,26,27,28]. Oral supplementation of Mg significantly reduces the expression of inflammatory genes in overweight patients [29] and in experimental autoimmune arthritis [10], and our results suggest that this effect may be in part epigenetically regulated by Mg.

“Senescence” and “oxidative stress-induced senescence”, as well as “telomerase maintenance”, were also among the most significantly enriched pathways in the synovial tissues. Mg deficiency has been shown to accelerate cellular senescence and telomerase attrition [30,31], and Mg supplementation can affect senescence via interference with oxidative stress [32]. Cellular senescence has been implicated in the pathogenesis of RA and other autoimmune diseases [33,34], and interfering with senescence has the potential to improve disease control [35,36,37]. Taken together, our results suggest that Mg supplementation ameliorates arthritis in part via changes in cellular senescence pathways implicated in arthritis and other chronic diseases.

Other RA-associated pathways enriched in the synovial tissues’ DEGs included “beta-catenin:TCF transactivating complex”, “signaling by WNT”, and “RHO GTPases activate PKNs”. Beta-catenins and WNT pathway genes are expressed by the synovial tissues [38,39] and have been implicated in joint damage [40], including the activated and pro-inflammatory behavior of the RA synovial fibroblast [41,42]. RHO GTPases RHOA, RHOB, RHOC, and RAC1 bind PKN1, PKN2, and PKN3 [43,44,45,46,47]. Of these RHO GTPases, RHOA and RAC1 regulate synovial fibroblast behavior and arthritis severity and joint damage in autoimmune arthritis [48,49,50,51]. These findings suggest new mechanisms of action for oral Mg supplementation in arthritis by interfering with the expression of genes known to regulate RA pathogenesis and joint damage.

The genes with the most significantly increased expression in the synovial tissues of the arthritis-protected Mg2800 diet group included Actc1 (actin alpha cardiac muscle 1) and Nr4a3 (nuclear receptor subfamily 4 group A member 3) (Figure 3A, Supplemental Table S3). Actc1 is involved in cell motility, muscle regeneration [52], and ferroptosis [53]. It is not only associated with poor prognosis in glioblastomas [54] but also metastasis-free survival in prostate cancer [55], and low levels are associated with aging [56], suggesting anti-aging or anti-senescence activity, which in the present study was induced by Mg supplementation.

Nr4a3 encodes a member of the steroid–thyroid hormone–retinoid receptor superfamily and can dimerize with retinoid X receptors (RXR) [57]. NR4a3 has anti-oxidative activity in glioblastoma cells [58] and has been suggested to have tumor-suppressive activity [59]. These functions would be beneficial in the arthritic synovial tissues in reducing oxidative damage, with them having potential anti-inflammatory activity, particularly when dimerizing with RXR, and reducing synovial hyperplasia.

The genes with the most significantly decreased expression in synovial tissues of the Mg2800 diet group, compared with the Mg500 diet group, included Krt79 (keratin 79), Ffar2 (free fatty acid receptor 2, or Gpr43), and Sncg (synuclein gamma) (Figure 3A, Supplemental Table S3). Also, among the genes with the most significantly reduced expression in the Mg2800 diet group were neutrophil genes S100a13, S100b, Elane, and MPO (Supplemental Table S3).

Krt79 is expressed in the skin and fat and by granulocytes, macrophages, and T cells (The Human Protein Atlas, www.proteinatlas.org). Krt79 is expressed by some cancers such as leukemias and sarcomas (www.proteinatlas.org) and may be involved in the regulation of immune responses [60]. Its reduced expression in synovial tissues from arthritis-protected mice on the Mg2800 diet could represent decreased leukocyte tissue infiltration, including reduced numbers of granulocytes, and it will be interesting to examine its role in inflammation and the parallel between its role in sarcoma growth and invasion and in synovial tissues and synovial fibroblasts.

Ffar2 encodes a G protein-coupled receptor for short-chain free fatty acids and may be involved in the inflammatory response and ferroptosis [61]. Ffar2 regulates metabolite sensing by colonic innate lymphoid cells [62], and its loss exacerbates colonic inflammation [63] and promotes colon cancer [64]. Ffar2 is expressed by chondrocytes, where it can suppress inflammation induced by IL-1β and inhibit NFkB activation [65]. In RA synovial fibroblasts, Ffar2 activation suppresses TNFα-induced inflammatory responses such as IL-1β, chemokines and ROS production, and NFkB activation [66]. Ffr2 can also activate neutrophils via acetoacetate, a cell central to KSIA and RA [67]. Therefore, given that most of the literature suggests anti-inflammatory activity for Ffar2, we consider that its reduced expression in synovial tissues from the protected mice on the Mg2800 diet represented, along with the reduced expression of S100a13, S100b, Elane, and MPO, decreased neutrophil infiltration in the tissues.

Sncg has been implicated in cancer metastasis via the MAPK pathway [68] and also in cancer cell migration [69]. Sncg is also involved in the regulation of cell senescence [70], giving rise to yet another senescence pathway gene regulated by Mg that was identified in the present study.

We also analyzed the spleens as peripheral lymphoid tissues representative of the systemic effects of the different Mg diets on different cells that may or may not be present in the synovial tissues. The genes with the most significantly increased expression in spleens from the Mg2800 diet group included Hspa1a (heat shock protein family A, member 1A) and Syt5 (syaptotagmin 5). Hspa1a stabilizes existing proteins to prevent aggregation [71] and is involved in the ubiquitin–proteasome pathway [72]. Increased expression of Hspa1a can also protect cells from thermal [73] and oxidative damage [74]. Recently, levels of Hspa1a protein in the synovial tissues of RA, OA, and calcium pyrophosphate disease were associated with less severe histology scores [75], further suggesting a potentially protective effect. While the present study did not examine levels of protein, our observations raise the possibility that Mg supplementation may be a new option to increase levels of this potentially protective gene.

Little is known about the exocytosis regulator gene Syt5, but its expression is associated with increased survival in renal carcinoma [76] and glioblastomas [77]. Our observations show that Mg supplementation increases the levels of Syt5, and while the precise mechanism of action of this gene in arthritis and cancer remains unknown, increasing dietary Mg may be an option worth considering in future trials in RA and cancer.

The genes with the most significantly decreased expression in spleens from the Mg2800 diet group included Ano5 (anoctamin 5) [78] and Gng4 (G protein subunit gamma 4) [79,80], and both are associated with worse cancer outcomes and favor proliferation, migration, and invasion. Therefore, the reduced expression of Ano5 and Gng4 may be beneficial in reducing lymphocytes’ and other immune cells’ migration into the synovial tissues.

Lastly, another gene among the most significantly decreased expression genes in the Mg2800 diet group was Ascl4 (achaete-scute family bHLH transcription factor 4). 

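In the Mg500 spleens, Ascl4 (ENSMUSG00000085111, chromosome 10 of GRCm38 from 85927681 to 85946206) was at 0.266 ± 0.199 FPKM (SD, n = 7), and in the Mg2800 spleens at 0.0460 ± 0.0730 (SD, n = 7). It had 0 to 35 fragments per library and overlaps Rtcb on the opposite strand, which was at a mean of 50.8 FPKM. Its log2 fold change was -1.29 (standard error 0.39, exact permutation test, two-sided p = 0.00350, n = 7), and 7 of 7 Mg2800 mice were below the Mg500 median. With each mouse left out in turn, it stayed between -1.48 and -1.08. A pseudocount of 1 moved it to -0.26 and one of 0.01 to -2.95.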

Ascl4 is required for ferroptosis [81], a process implicated in RA pathogenesis [82,83]. Therefore, the Mg-induced reduced expression of Ascl4 may reduce ferroptosis and contribute to a protective effect in arthritis.

Several of the most significant DEGs were involved in ferroptosis, which is a newly discovered form of cell-regulated death characterized by iron-dependent lipid peroxidation [82,84]. 

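A set of 43 ferroptosis genes (iron storage and uptake, lipid peroxidation and glutathione metabolism) was tested in both tissues. In spleens, 29 were higher and 14 lower on Mg2800, with a median log2 fold change of 0.13 (camera adjusted p = 0.0229, Benjamini-Hochberg over 22 sets, 5 of 7 Mg2800 mice above the Mg500 median). The mean of the set did not differ by more than the spread between mice (exact permutation test, two-sided p = 0.518, n = 7). Over the other settings, the adjusted p was 0.00319 to 0.700, and without Mg2800 replicate 1 the median was 0.07 with an adjusted p of 0.282. In synovial tissues, 21 were higher and 22 lower, with a median of -0.04 (camera adjusted p = 0.756, 3 of 6 Mg2800 mice above the Mg500 median). This direction changed with the processing, to 0.07 with voom weights on recovered fragments and to 0.21 without Mg2800 replicate 5. The adjusted p was 0.360 to 0.992 over the other settings. Fth1 (ENSMUSG00000024661), the most abundant member in both tissues, had a log2 fold change of 0.31 (standard error 0.26) in spleens and -0.34 (standard error 0.62) in synovial tissues. Ftl1 was at 0.12 (standard error 0.24) in spleens and -0.47 (standard error 0.45) in synovial tissues. Hmox1 in spleens and Gpx4 in synovial tissues, the next most abundant, were at -0.02 (standard error 0.18) and -0.82 (standard error 0.81). From the lower expression of Ascl4, which it describes as required for ferroptosis, the paper proposes that Mg may reduce this process.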

Ferroptosis has been implicated in the pathogenesis of RA and rodent models of RA [82,83,85], cancer [53,55], metabolic dysfunction-associated steatohepatitis (MASH) [86], and other forms of liver disease, including liver fibrosis [86,87,88]. Not all Mg2800-induced ferroptosis DEGs were expressed in the same orientation and not all of them will necessarily have a major role in synovial ferroptosis. Nevertheless, our observations suggest that one of the mechanisms of the arthritis-improving effect of oral Mg supplementation may be related to regulating ferroptosis. Interestingly, magnesium isoglycyrrhizinate, which is a magnesium salt, inhibits ferroptosis and prevents experimental liver fibrosis [89,90], supporting our data.

## 5. Conclusions

In conclusion, we describe for the first time the transcriptomic changes caused by an arthritis-protective high Mg2800 diet. In the spleens and synovial tissues of the Mg2800 diet group, there was an enrichment of several biological pathways implicated in RA pathogenesis such as RHO GTPases, epigenomic regulation of genes, senescence, and ferroptosis. The most significantly expressed DEGs were also involved in some of these processes, particularly cell senescence and ferroptosis, and some cancer-associated genes. Our findings provide additional evidence supporting the multiple processes affected by Mg that have the potential to be beneficial for RA patients and perhaps other inflammatory diseases, which are safe and low cost and require testing in humans.

## Figures and Tables

**Figure 1:**
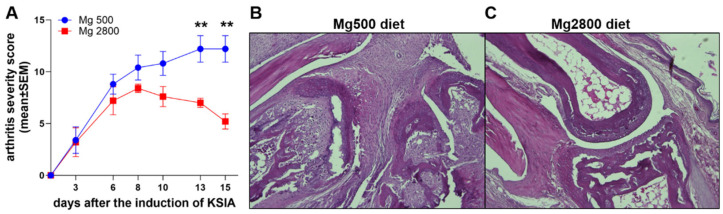
Arthritis severity scores of mice with KRN serum-induced arthritis (KSIA). (**A**) Mice were placed on either a normal Mg500 (n = 7) or a high Mg2800 (n = 7) diet 14 days prior to the induction of KSIA and kept on the same diet for an additional 15 days and scored for disease severity (** *p* = 0.004993 and *p* = 0.001462, respectively; non-paired *t*-test). Representative histology sections of KSIA mice on (**B**) the normal Mg500 diet, showing pronounced synovial hyperplasia and joint damage, and (**C**) the high Mg2800 diet, showing a protected and normal-looking joint without synovial hyperplasia or damage (H&E staining, 200× magnification).

**Figure 2:**
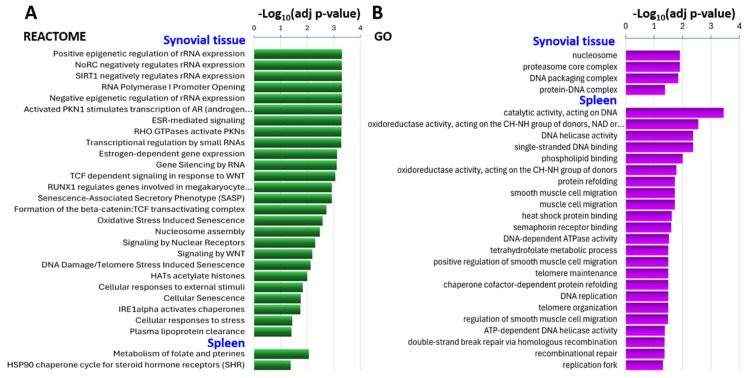
Biological pathways enriched in the DEGs between KSIA arthritic mice on Mg2800 and Mg500 diets. (**A**) Selected Reactome biological pathways and cellular processes enriched in synovial tissues (top section) and spleens (bottom section). (**B**) Selected Gene Ontology (GO) pathways enriched in the DEGs between mice on Mg2800 and Mg500 diets in the synovial tissues (top section), and spleens (bottom section). (See Supplemental Tables S1 and S2 for additional details).

**Figure 3:**
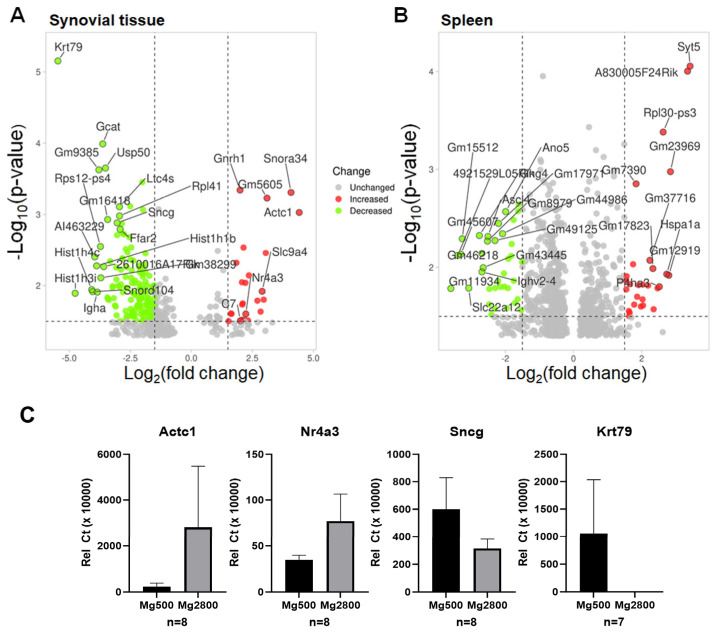
Volcano plots of the DEGs between KSIA arthritic mice on the Mg2800 diet and those on the Mg500 diet and selected genes’ qPCR confirmation. (**A**) Volcano plot of DEGs in synovial tissues. (**B**) Volcano plot of DEGs in spleens. (**C**) Quantitative PCR (qPCR) confirmation of selected genes expressed in increased and decreased levels in the Mg2700 diet synovial tissues showing a trend in the same direction as seen in the RNA sequencing analyses (*p* > 0.05).

## Data Availability

All data are available in the main text or the Supplementary Materials, and the RNA sequences have been deposited in the GEO NCBI repository under accession number GSE276773.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu16234247/s1. File S1: Supplemental methods and details about RNA sequencing analyses; Table S1: Reactome Pathways and processes enriched in differentially expressed genes in the synovial tissues and spleens; Table S2: Gene Ontology GO enriched pathways in Mg2800 vs Mg500 synovial tissues and spleens; Table S3: DEG in the synovial tissues of mice on the Mg2800 versus Mg500 diets. Table S4: DEG in the spleens of mice on the Mg2800 versus Mg500 diets.

How the deposited data were processed for this re-analysis (not part of the article)

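The data were 12 synovial tissue samples (6 per diet group) and 14 spleen samples (7 per diet group) of mice with KSIA on the Mg500 or the Mg2800 diet. Tissue, diet and replicate number were taken from the sample labels, and 10 mice gave both tissues. Each mouse is 1 replicate. The authors deposited FPKM per gene and library, which had been scaled for gene length and by a factor per library that differs from the fragments on its genes. For alignment and counting, the paper's text refers to a supplementary file, which was not used here. The paper's gene lists came from DESeq2. Raw counts were not used here, so a count model was not fitted.

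FPKM multiplied by gene length were whole multiples of a step in each library, and the fragments recovered in this way gave the depth. Gene lengths and positions came from the GENCODE annotation of GRCm38. Within each tissue, FPKM were rescaled by the median of ratios to the geometric mean, over 11108 genes above 0 in all synovial libraries and 14318 in all spleen libraries. A pseudocount of 0.1 was added before taking log2, and genes with a mean under 0.1 FPKM over the libraries of a tissue were left out. A gene group at 3 fragments or fewer in every library was taken as at the floor, and a fold against it is a lower bound.

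Diets were compared with limma 3.58.1 (linear model, empirical Bayes with a mean trend and robust variances) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes of a tissue and a threshold of 0.05. Single genes and means of sets were also compared by exact permutation of the mice (924 assignments of 12 synovial samples, 3432 of 14 spleens), on the log2 scale. All tests were two-sided. The difference between tissues in the diet effect was tested over 26 samples, with the mouse as a block through the duplicateCorrelation function of limma and statmod 1.5.0. The lines drawn in Figure 3 gave a further count of genes.

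Sets were written from the paper's wording and general knowledge before the data were examined, since the Reactome and Gene Ontology lists were not used here. There were 22 sets, tested with limma's camera at a correlation of 0.01 between genes and adjusted over the 22 sets of a tissue. They cover histones, the proteasome core, senescence, WNT and beta-catenin, heat shock proteins, folate and pterin, DNA replication, semaphorins, ferroptosis, primary granules, mature neutrophils, proliferation and small RNA without poly(A), and cells of muscle, skin, fat, bone, cartilage, erythroid and plasma cells and inflammatory cytokines. A further set counts among the 22 and is not reported here. A library's score for a set is the mean of its genes on the log2 scale.

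The genes named in the text come from a list with a rule also set before the data were examined. The list holds each gene that the paper names as changed, the genes labelled in Figure 3, the 3 higher and 3 lower genes with the smallest p per tissue, and the most abundant members of each set. Part of the genes labelled in Figure 3 and of the abundant members, such as those of the cell composition sets, enter only counts and set values and are not named. Predicted-gene and clone names were passed over in the smallest p. Depth limits genes near the floor, where 1 fragment moves the value. Comparisons, main settings and most alternatives were also fixed before the data were examined. These alternatives were pseudocounts of 1 and 0.01, a filter at 1 FPKM, no filter, protein-coding genes only, no rescaling, quantile normalization, array weights, plain empirical Bayes, a replicate block, the mouse number series as a block, limma's voom on the recovered fragments, mice with both tissues, an estimated correlation, the fry rotation test, the ratio of mean FPKM, and leaving out each mouse in turn. A pair of alternatives was chosen after seeing the data, namely set scores as covariates and removal of a trend on gene length.

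The fits were tested on simulated data made from these libraries, where camera called the 1 changed set in each tissue and the test of the difference between tissues recovered 97.5% of 200 changed genes with low spread. With the observed spread, 6.82% of the synovial calls and 10.3% of the spleen calls were false. Genes were simulated independently of each other, whereas correlations estimated within the real sets reached 0.957, for primary granule genes in spleens. The simulation therefore cannot show how often camera calls a set of correlated genes by chance. Other splits of the samples into groups of the same size were fitted in the same way, 100 for each comparison with the real split included. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The qPCR, serum, histology and clinical data were not analysed here.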

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

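The limma and camera comparisons in this part and the fits leaving out each mouse were fixed before the data were examined. So were the splits for the number of genes that differ between tissues. The other tests in this part were chosen only after the results were seen. Of 50 groups of values examined for a sample far from the others, 3 were past the limit, and chance gives 2.5. The groups were the mitochondrial share in Mg2800 synovial tissues (gap 0.949 of the range), the mitochondrial share in Mg500 synovial tissues (0.773) and Nr4a3 in Mg500 synovial tissues (0.699), each beyond the 95% limit of Dixon's test.

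In both mitochondrial cases, the far sample was replicate 5. The share is taken within a library, where a factor per library cancels. Whether the authors' scaling of the other genes was distorted in these libraries stays open. The rescaling factor was 1.02 for Mg2800 replicate 5 and 1.01 for Mg500 replicate 5. In the deposited FPKM, the median of the genes used for it was thus level with the other synovial libraries. These FPKM already include a scaling between libraries, so the factor does not show whether that scaling was right for each gene. Fragments on genes over the FPKM denominator were 5.65 in Mg2800 replicate 5 and 2.04 in Mg500 replicate 5, against 0.786 to 1.41 in the other synovial libraries. More muscle in these samples stays open as well. Over the 12 libraries with diet means removed, the log2 mitochondrial share had a Pearson r of 0.560 with the skeletal muscle score (permutation p = 0.0626, two-sided, 0.0877 after Benjamini-Hochberg over 7 correlations). The Spearman correlation was 0.455 (permutation p = 0.148, adjusted 0.258). The r was 0.554 without the 2 farthest libraries and -0.265 within the largest mouse number series. The 3 libraries of the higher mouse number range held the highest shares, 8.01%, 32.0% and 69.1%, against 0.939% to 5.61% in the 9 others. The mouse number series was not tested for this share and stays open too. Muscle content, mouse series and chance cannot be told apart with 12 libraries. No biological explanation other than muscle content was tested.

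Nr4a3 was at 0.0451 FPKM in Mg500 replicate 5, against 0.715 to 1.61 in the other Mg500 libraries. Low depth is argued against, since 54.8 fragments were expected at the mean of the others and 2 were found. For a mislabelled diet, 5 of the 6 Mg2800 libraries lay above this library, which speaks against it, and Mg2800 replicate 5 was at 0. The rule was changed from 5 of the 6 to all 6 after this was seen, and a single gene in 1 library does not decide it, so it stays open. Both replicate 5 libraries have a high mitochondrial share, and what set their Nr4a3 level stays open.

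The effect of diet differed between tissues for 13 of the 22 sets (camera on the difference, adjusted p under 0.05), although 0 of 22557 single genes did (721 at an unadjusted p under 0.05). With a count of 0, as many are found in 100 of 100 splits by construction, so the splits decide nothing here. The median difference in log2 fold change, synovial tissue minus spleen, was -0.83 for histone genes (adjusted p = 2.33e-09), -0.77 for proteasome core genes (8.22e-09), -2.66 for primary granule genes (1.28e-05) and -0.45 for folate and pterin genes (0.0139), from limma. As small a p came up in 3 of 100 splits for histone genes, 3 for proteasome core genes, 4 for primary granule genes and 6 for folate and pterin genes. Without Mg500 synovial replicate 1, the difference was -0.50 for histone genes and -0.45 for proteasome core genes, and without Mg2800 synovial replicate 5 it was -0.23 for folate and pterin genes.

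For the other 9 sets, more than 10 of 100 splits gave as small a p, so chance stays open for these as well. The difference was -0.15 for heat shock genes (34 splits), -0.50 for DNA replication genes (13 splits), -0.96 for mature neutrophil genes (22 splits), -0.60 for proliferation genes (20 splits) and -1.40 for skeletal muscle genes (53 splits). It was -1.41 for skin and keratin genes (21 splits), -1.12 for bone genes (33 splits), -1.23 for erythroid genes (26 splits) and -0.85 for immunoglobulin genes (36 splits). Single libraries moved several of these. Without Mg500 synovial replicate 1 the skin difference was 0.31 and the immunoglobulin difference -0.08. Without Mg2800 synovial replicate 5 it was -0.09 for proliferation and -0.21 for mature neutrophil genes, without Mg2800 synovial replicate 2 it was -0.41 for muscle, and without Mg500 synovial replicate 4 it was -0.43 for bone. Without Mg2800 spleen replicate 6 the heat shock difference was -0.08. A response to diet that differs between the tissues stays among the open explanations, together with the cells sampled with each synovial tissue.

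In spleens, 5 sets that the paper does not discuss there were higher on Mg2800 (camera adjusted p under 0.05, limma). Their median log2 fold changes were 0.27 for histone genes (adjusted p = 0.00146, 48 of 69 higher), 0.25 for proteasome core genes (0.00119, 16 of 18), 0.44 for mature neutrophil genes (0.00487, 21 of 23), 0.47 for proliferation genes (1.08e-05, 23 of 23) and 0.45 for erythroid genes (0.00369, 14 of 15). As small a p was given by 32 of 100 splits for histone, 41 for proteasome core, 44 for mature neutrophil, 31 for proliferation and 45 for erythroid genes. These splits, made without the mouse number series as a block, leave chance open. The exact permutation p of the score was 0.326 for proliferation and 0.509 for erythroid genes (two-sided, n = 7).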

How the results depend on the processing

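Tests in this part that use scores as covariates or remove a trend on gene length were chosen only after the results were seen, as were the splits for sets and for unadjusted counts. Of the values at claims that answer a comparison, 518 kept their direction and side of the threshold, 35 moved, 27 reversed, 29 weakened and 4 became stronger. Among the values of single genes and of sets that differ between tissues, 1109 stayed, 26 weakened and 2 reversed. Those that weakened were all differences of sets between tissues, and the reversed ones were S100b and the difference in skin and keratin genes. Slc9a4 and Gng4 were under the filter and have few alternatives.

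The number of synovial genes past the lines of Figure 3 was 13 with a pseudocount of 1, 45 with a filter at 1 FPKM, 36 for protein-coding genes, 320 with array weights, 315 with voom and 38 for protein-coding genes with the length trend removed. In spleens it was 10 with a pseudocount of 1, 192 with one of 0.01, 29 with a filter at 1 FPKM, 11 for protein-coding genes, 204 with array weights, 214 with voom and 14 with the length trend removed. Fewer genes are tested with a filter or with protein-coding genes only, and the other causes were not tested. The synovial share of lower genes was 69.4% for protein-coding genes, 52.2% with the mouse number series as a block, 13.7% with voom, 25.7% with mice that gave both tissues, 47.0% with the scores as covariates and 31.6% for protein-coding genes with the length trend removed. The spleen share was 45.5% for protein-coding genes, 61.7% with quantile normalization, 63.3% with mice that gave both tissues, 69.7% with the series block and 85.7% for protein-coding genes with the length trend removed. Spleen genes with an unadjusted p under 0.05 numbered 1771 with the series block and 2628 with array weights, against 919. With array weights, 2 synovial genes had an adjusted p under 0.05 (780 at an unadjusted p under 0.05). The cause was not tested. The number of named genes with an unadjusted p under 0.05 in limma was 5 in place of 9 with the filter at 1 FPKM, which leaves fewer genes.

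Several synovial sets with medians near 0 reversed. WNT genes were at -0.0142 with a pseudocount of 1, -0.00179 with quantile normalization, -0.0318 with array weights, -0.115 with the series block, -0.0435 with mice that gave both tissues, -0.15 with the covariates and -0.0739 with the length trend removed. Ferroptosis genes were at 0.0419 with quantile normalization, 0.0745 with voom, 0.0113 with mice that gave both tissues and 0.0705 with the length trend removed. Senescence genes were at -0.0424 with the series block and -0.0172 with the covariates. S100b reversed to 0.0570 with array weights. The cause was not tested.

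With an estimated correlation or under fry, no set within a tissue kept an adjusted p under 0.05. Differences of sets between tissues were not tested in these ways. Their medians are the same by construction, at -0.77 for histone, -0.58 for proteasome core, -0.68 for mature neutrophil and -2.11 for primary granule genes in synovial tissues, and 0.25 for heat shock, 0.41 for DNA replication, -0.27 for semaphorin and 0.13 for ferroptosis genes in spleens. The number of cell composition sets past the threshold fell from 7 to 0. These tests take the spread between mice into account. Mature neutrophil genes also lost the threshold with the length trend removed (-0.16), and proteasome core genes with the covariates (-0.0570). Ferroptosis genes in spleens lost it at 0.13 with a filter at 1 FPKM, 0.0643 with quantile normalization, 0.0895 with the series block and 0.14 with the length trend removed. Folate genes passed it at 0.19 with a filter at 1 FPKM and 0.18 with array weights. The cause was not tested.

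Leaving out each mouse in turn gave 114 to 335 synovial genes past the lines, a lower share of 18.2% to 48.9%, and 0 to 1 synovial genes with an adjusted p under 0.05 (1 without Mg2800 replicate 5, 678 at an unadjusted p under 0.05). In spleens it gave 84 to 213 genes past the lines, a lower share of 55.8% (without Mg2800 replicate 6) to 85.7%, 537 (without Mg500 replicate 7) to 2068 (without Mg2800 replicate 4) at an unadjusted p under 0.05 and 0 to 0 with an adjusted p under 0.05, and 0 to 0 for the difference between tissues. Medians ranged from -0.97 to -0.36 for histone, -0.76 to -0.21 for proteasome core, -0.0321 to 0.184 for senescence, -0.22 to 0.16 for WNT, -1.60 to 0.18 for mature neutrophil, -2.85 to -1.79 for primary granule and -0.0877 to 0.21 for ferroptosis genes in synovial tissues. In spleens they ranged from 0.19 to 0.33 for heat shock, 0.0940 to 0.21 for folate, 0.26 to 0.57 for DNA replication, -0.42 to -0.21 for semaphorin and 0.0706 to 0.18 for ferroptosis genes. The difference between tissues in skin and keratin genes ranged from -1.84 to 0.311 (0.311 without Mg500 synovial replicate 1). Composition sets past the threshold numbered 5 to 9 and named genes 7 to 10. Medians that changed sign did so without Mg500 replicate 1, 2, 4, 5 or 6 or Mg2800 replicate 2, 3, 4, 5 or 6 for WNT, senescence or ferroptosis genes, and without Mg2800 replicate 5 for mature neutrophil genes.

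With 0 genes at an adjusted p under 0.05 in either tissue, as many are found in 100 of 100 splits by construction, which decides nothing. Other splits of the synovial samples gave as many genes at an unadjusted p under 0.05 in 79 of 100, as many past the lines in 71, as uneven a share of lower and higher genes, in either direction, in 64 and as many composition sets in 60. For synovial sets, as small a p came up in 1 of 100 splits for histone, 5 for proteasome core, 4 for primary granule, 28 for mature neutrophil, 83 for senescence, 94 for WNT and 63 for ferroptosis genes. In spleens the counts were 27 for genes at an unadjusted p under 0.05, 42 past the lines, 34 for as uneven a share in either direction and 77 for composition sets. They were 19 for heat shock, 35 for folate, 13 for DNA replication, 7 for semaphorin and 40 for ferroptosis genes. The series block was not used in these splits. Only histone and primary granule genes in synovial tissues were beyond 95 of 100 splits among these sets.

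With equal replicate numbers as a block, correlations between samples of the same number were -0.21 to 0.67 in synovial tissues (3 of 6 above 0.1) and -0.21 to 0.16 in spleens (2 of 7), so the numbers were not used as pairs. The block gave 203 synovial genes and 114 spleen genes past the lines. The median log2 fold change of all synovial genes was 0.0153, against 0.113 with voom and 0.124 without Mg2800 replicate 5. Few fragments limit the results for Snora34, Syt5, Ano5, Gng4, Ascl4 and Slc9a4, whose fold changes depend on the pseudocount.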

Differences from the paper's values

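In this part, the removal of the length trend was chosen only after the results were seen. The log2 fold changes of 18 genes were read by eye from Figure 3, and 16 differed by more than the standard error here, all with the same sign. The log2 ratio of the mean FPKM of the groups, without a pseudocount, was an alternative set before the data were examined. It came within the standard error of the paper's value for all 16.

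For synovial tissues, each value of the paper is from Fig. 3A, read by eye. For Krt79, the paper's value was about -5.5 and the value here -2.11 (-5.53 as the ratio of means). For Gcat they were about -3.6 and -2.16 (-3.499), for Hist1h4c about -4.1 and -1.32 (-4.32), for Hist1h3i about -4.8 and -1.99 (-5.10), for Actc1 about 4.4 and 1.64 (4.42), and for Slc9a4 about 2.9 and 0.88 (2.93). None of the other alternatives closed these gaps. For Usp50 they were about -3.5 and -1.94 (-3.495), also closed by a pseudocount of 0.01. For Ltc4s they were about -2.9 and -1.77 (-2.95), also closed without Mg500 replicate 4 or 6. For Sncg they were about -3 and -1.66 (-3.03), also closed without Mg500 replicate 4 or 6 or Mg2800 replicate 5. For Ffar2 they were about -2.9 and -1.40 (-2.91), also closed without Mg500 replicate 6. For Hist1h1b they were about -3.9 and -2.22 (-3.98), also closed by a pseudocount of 0.01 or without Mg500 replicate 5. For Nr4a3 they were about 2.2 and 1.08 (2.23), also closed by array weights, by voom, and without Mg500 replicate 2, 3 or 6 or Mg2800 replicate 2 or 5.

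For spleens, each value of the paper is from Fig. 3B, read by eye. For Syt5, the paper's value was about 3.4 and the value here 1.51 (3.42 as the ratio of means), also closed by a pseudocount of 0.01 and by voom. For Hspa1a they were about 2.8 and 1.23 (2.73), also closed with mice that gave both tissues. For Ano5 they were about -2 and -0.86 (-2.01), also closed by a pseudocount of 0.01. For Ascl4 they were about -2.5 and -1.29 (-2.53), and no other alternative closed the gap.

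The paper states that most changed genes in synovial tissues were lower on Mg2800, whereas 35.5% of the genes past the lines of Figure 3 were lower here. With protein-coding genes only the share was 69.4%, and with the mouse number series as a block 52.2%. For protein-coding genes with the length trend removed, an alternative chosen after seeing the values, it was 31.6%. These shares rest on limma's differences of mean log2 values, whereas the paper's genes came from DESeq2. The share was not counted on the ratio of mean FPKM, which came closer to the values read from Figure 3. The paper lists WNT and senescence pathways as changed in synovial tissues, and the sets used here both had an adjusted p of 0.873 (camera, limma). These sets were written in place of the Reactome lists. Histone genes, which are members of several senescence pathways, were tested as a set of their own. The adjusted p of 0.873 therefore does not test the enrichment that the paper reports. The paper lists folate metabolism as changed in spleens, where the adjusted p of the set used here was 0.113. This was under 0.05 with a filter at 1 FPKM and with array weights. The paper calls single genes significant, and 0 genes had an adjusted p under 0.05 over all genes in either tissue, with 327 in synovial tissues and 919 in spleens at an unadjusted p under 0.05.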

Other observations

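The tests of correlation, of gene length and of mouse number series in this part were chosen only after the results were seen, and so was the use of exact permutation of set scores to decide on cell content, in place of the camera p planned before. Acsl4, a gene of ferroptosis with a name close to that of Ascl4, was at 8.52 ± 1.70 FPKM (SD, n = 7) in Mg500 spleens and 8.26 ± 1.47 (SD, n = 7) in Mg2800 spleens. Its log2 fold change was -0.04 (standard error 0.14, exact permutation p = 0.783, two-sided). In synovial tissues it was at 11.7 ± 4.57 FPKM (SD, n = 6) on Mg500 and 13.2 ± 6.16 (SD, n = 6) on Mg2800, a log2 fold change of 0.11 (standard error 0.42, exact permutation p = 0.790, two-sided).

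Cells sampled beside the synovium were examined as a source of the synovial differences. By camera, genes of skin (median -1.52, 14 of 14 lower, adjusted p = 7.47e-05), fat (-0.73, 15 of 15, 0.00341), bone (-1.09, 14 of 14, 0.00123), muscle (-1.49, 19 of 21, 0.00849) and erythroid cells (-0.92, 13 of 14, 5.04e-05) were lower on Mg2800 (limma). The planned criterion was met for skin with Krt79, fat with Sncg and bone with Pth1r. It was not met for muscle with Actc1, which was higher. The direction of the muscle genes depended on the scale. Mean FPKM were higher on Mg2800 for all muscle genes tested but Neb and Myh7. Acta1, the most abundant, was at 6029 ± 10251 FPKM (SD, n = 6) on Mg500 and 14098 ± 31423 (SD, n = 6) on Mg2800. Its log2 fold change was -2.29 (standard error 2.61). The exact permutation p of the scores (two-sided, n = 6) was 0.374 for skin, 0.517 for fat, 0.420 for bone and 0.511 for muscle. By this test, cell content and diet cannot be told apart as sources for Krt79, Sncg, Pth1r and Actc1, since the spread between 6 mice is wider than the difference.

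For histone genes, less RNA without poly(A) would lower small RNA genes too. These were higher (median 0.64, camera adjusted p = 0.0515, limma; exact permutation p of the score = 0.379, two-sided, n = 6). Fewer dividing cells would lower proliferation genes, which had a median of -0.25 (camera adjusted p = 0.203; exact permutation p = 0.665). For primary granule genes, less bone marrow would lower erythroid and proliferation genes. The erythroid score was below the Mg500 median in 5 of 6 Mg2800 mice (exact permutation p = 0.158). The exact permutation p was 0.665 for proliferation genes. Fewer mature neutrophils would lower the mature neutrophil genes, with an exact permutation p of 0.468. These 4 sources cannot be told apart from an effect of diet, because the scores spread widely between mice.

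Over the 12 synovial libraries with diet means removed, correlations between a gene or set and a cell score were examined by 100000 permutations, two-sided, with Benjamini-Hochberg adjustment over 7 correlations. Sncg followed the fat score, with a Pearson r of 0.838 (permutation p = 0.00105, adjusted 0.00735) and a Spearman correlation of 0.811 (permutation p = 0.00279, adjusted 0.0195). Its r was 0.810 without the 2 farthest libraries and 0.683 within the 7 libraries of the largest mouse number series. The fat content of each library may therefore set part of the spread of Sncg between mice. Krt79 had an r of 0.849 with the skin score (permutation p = 0.0146, adjusted 0.0512; Spearman 0.734, p = 0.0117, adjusted 0.0410), which was 0.172 without the 2 farthest libraries and 0.940 within the series. Actc1 had an r of 0.749 with the muscle score (permutation p = 0.0256, adjusted 0.0597; Spearman 0.727, p = 0.0354, adjusted 0.0826), 0.623 without the 2 farthest and 0.907 within the series.

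No adjusted p was under 0.05 for the other correlations. Pth1r and the bone score had an r of 0.190 (permutation p = 0.637, adjusted 0.743; Spearman 0.224, p = 0.553, adjusted 0.646), -0.0892 without the 2 farthest libraries and 0.589 within the series. Primary granule genes and mature neutrophil genes had an r of 0.597 (permutation p = 0.0611, adjusted 0.0877; Spearman 0.399, p = 0.259, adjusted 0.363), 0.583 without the 2 farthest and 0.503 within the series. Histone and proliferation genes had an r of 0.0755 (permutation p = 0.755; Spearman -0.140, p = 0.666), -0.523 without the 2 farthest and -0.937 within the series. The mature neutrophil score was -2.04 in both replicate 5 libraries, against 1.65 to 4.82 in the other 10 synovial libraries.

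Log2 fold changes followed gene length, with a Spearman correlation of 0.459 over 12401 genes in synovial tissues (0.267 without Mg500 replicate 1) and -0.294 over 11299 genes in spleens (-0.128 without Mg500 replicate 3). As strong a trend came up in 3 of 100 splits of the synovial samples and 58 of 100 of the spleens. With each library's trend removed, the median in synovial tissues was -0.15 for histone genes (34 of 56 lower, camera adjusted p = 0.0222), -0.37 for proteasome core genes (14 of 18 lower, 0.00840) and -1.67 for primary granule genes (5 of 5 lower, 3.77e-05). A length trend, from RNA quality or library preparation, could therefore account for most of the histone difference. For the proteasome core and primary granule genes most of the difference was left, from -0.58 and -2.11 before, which argues against the length trend as the whole of it. By limma's fry rotation test, the rule first chosen, what was left had a p of 0.233 and 0.0966, within the spread between mice, and the length trend would stay open. The camera p took its place after these values were seen. In spleens, the trend followed the mouse numbers in the sample labels. It was 0.234 to 0.582 in the 5 mice from the higher number range and -0.512 to -0.0423 in the 9 others (exact permutation p = 0.0004995, two-sided, the smallest of 2002 assignments). In synovial tissues it was -0.260 to -0.0784 in 3 mice and -0.455 to 0.328 in 9 (exact permutation p = 0.05, 220 assignments), so that mouse series and other sources cannot be told apart there.

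Of the genes named in the text and in Figure 3 as lower in Mg2800 synovial tissues, 19 of 23 (82.6%) were highest in Mg500 replicate 1. Adjusted over the list alone, 3 of 29 synovial genes tested from text and figure and 15 of 18 spleen genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), on a list chosen on the same mice. The remaining sets reported here were not past 0.05 by camera (limma). In synovial tissues these were heat shock (-0.02, adjusted p = 0.97), folate (-0.10, 0.0824), semaphorin (-0.01, 0.854), cartilage (0.63, 0.238), immunoglobulin (-0.98, 0.0515) and cytokine genes (0.14, 0.737). In spleens these were primary granule (0.51, 0.131), small RNA (-0.19, 0.920), muscle (-0.08, 0.696), skin (0.05, 0.920), fat (-0.78, 0.125), bone (-0.25, 0.696), cartilage (-0.28, 0.548), immunoglobulin (0.07, 0.125) and cytokine genes (0.13, 0.659). WNT genes in spleens were at -0.19 (camera adjusted p = 0.0233, 34 of 45 lower), and this did not hold under fry.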
